A study of Callithrix jacchus with 23 samples. Its data were reported in "Non-viral Induction of Transgene-free iPSCs from Somatic Fibroblasts of Multiple Mammalian Species" (2021).

How the data were processed

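Gene expression was measured by bulk mRNA sequencing in 23 libraries of common marmoset cells and tissue. The authors trimmed reads with Trim Galore 0.4.0, aligned them with STAR 2.5.3a and counted reads per gene with featureCounts 1.5.2. The deposited table holds whole-number counts for 30811 genes, and these counts were used without change. The genome build and the strand setting of the counting are not given in the sources used here, so positions are printed as the table lists them. The table places COL1A1 on chromosome X, and its symbol rests on the identifier alone. A gene symbol was attached by gene identifier for 12660 genes (41.1%), and the other genes stayed in every test under their identifiers. Of the 400 genes in the gene lists, 263 had a symbol in the table, so a list's result covers those members alone.

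Groups were taken from the sample labels: fibroblast (3 libraries), induced at day 6 (1), induced at day 15 (1), iNSLC (3), neurosphere (2), iPSC (5), iPSC lines titled CTXNS (2), PGCLC (5) and adult testis (1). The following choices were fixed before the data were examined and after the study had been read: the groups, the 6 comparisons, the test, the 36 gene lists, the rule for named genes and most of the alternatives. Added afterwards were a fit on the libraries of shared animals without the block, the list tests under other scalings or without single libraries, the distances of each iNSLC library to the neurospheres, the list tests with the block, and the early germ cell list without PRDM1 and TFAP2C.

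The test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, two-sided, with robust dispersion estimates. A single fit held the 20 libraries of groups with replicates, with 15 residual degrees of freedom, so that small groups shared the estimate of the spread. Genes were kept by filterByExpr with a minimum count of 10 (17854 genes), and libraries were scaled by the trimmed mean of M values (TMM). P values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p below 0.05. The 7 iPSC libraries formed 1 group except where the CTXNS lines were compared with the other 5. Day 6, day 15 and testis have 1 library each and are described by values alone. Levels are CPM, counts as parts per 1000000 of the library's total over the genes kept, scaled by TMM over all 23 libraries, as mean ± SD over libraries, and log2 fold changes are given ± SE. Where every library of a group had 0 counts, a fold is given as a lower bound against a floor of 3 counts over the group. Such floors cover counting error only, since reads are not independent molecules.

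Gene lists were tested with camera of limma 3.58.1 on voom values, with a preset correlation of 0.01 between genes and again with the correlation estimated from the data, adjusted over the 204 list tests in each case. Lists with fewer than 3 tested genes had no camera test. Beside each list stand its members called over all genes and its members called when adjusted over the list alone. The lists cover core, naive and primed pluripotency, neural stem, neuronal, glial, telencephalic and HOX genes, fibroblast, mesenchymal transition and epithelial genes, targets of ERK and WNT signalling, the factors of the reprogramming vectors, early germ cell, later germ cell, spermatid and testis somatic genes, DNA methylation, mesoderm, endoderm, and amnion or trophoblast. Further lists cover neural crest, keratinocyte, endothelial, leukocyte, melanocyte, muscle, proliferation, senescence, hypoxia, handling stress, interferon and imprinted genes. A pair of lists, pluripotency genes and neurogenesis genes that the study named from these samples, are not independent evidence of direction. Camera called 57 of the 204 list tests, and in these the list's median, mean and test had the same sign. With the estimated correlation 1 call held.

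Named genes followed a fixed rule. Per comparison, it took the 5 largest rises and the 5 largest falls among called genes with a symbol, a mean of at least 10 CPM over the compared groups and no overlap between their libraries. It added up to 2 called members per direction from each main list, the genes the study named for the comparison and the vector factors. A few list members outside the rule are named where the text says so, and some genes that meet the rule are not reported here.

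The position of a library is its projection on the line from the fibroblast mean (0) to the iNSLC mean (1) or the iPSC mean, on log2 CPM with a prior count of 2 over the genes tested. A member of these groups was left out of its own group's mean. Its line therefore differs from the line used for day 6 and day 15, and members of a group need not average 0 or 1. Distances between libraries are root mean square differences on the same scale, and correlations beside them are across genes, which are not independent replicates. Animals were matched by the line names in the labels. Over genes, fibroblast and iPSC libraries of 1 animal correlated at -0.03 to 0.12 after the group means were removed, and iNSLC and iPSC libraries of 1 animal at -0.03 to 0.29. For different animals these were -0.169 to 0.131 and -0.191 to 0.0543. A block by animal, planned before the data were seen, was fitted as an alternative on the libraries of shared animals. No pair of libraries within a group held identical values, and their chi-square per degree of freedom lay between 14.2 and 725, far above that of a library counted again.

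Alternatives were scaling by relative log expression (RLE) or by total counts alone, no filter, a minimum count of 50, DESeq2 1.42.0, a fit of the compared groups alone, counts summed per line, day 6 and day 15 counted as iNSLC, the iPSC group without the CTXNS lines, the PGCLC group without the E01F library, the block by animal, and leaving out each library in turn. Total counts alone moved the median log2 fold change over all genes from 0.21 to 0.53 for iNSLC against fibroblast and from 0.14 to 0.53 for iPSC against fibroblast. ESC libraries and single-cell data were not analysed here. The labels give no sequencing batch.

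Total counts ranged from 2438035 to 62152828 per library. The procedure was tested on simulated data with the same libraries, spread and group sizes and known 2-fold and 4-fold changes planted in single genes. Of planted 4-fold changes, 39.4% were called for iNSLC against fibroblast, 47.9% for iPSC against iNSLC, 49.5% for iPSC against fibroblast, 20.8% for iNSLC against neurosphere and 49.5% for PGCLC against iPSC. Among planted genes at 10 CPM or more these shares were 68.4%, 73.7%, 75.8%, 31.1% and 75.9%. Of planted 2-fold changes, 4.12%, 9.09%, 13%, 0% and 14.3% were called in the same order, so most small changes stay below detection. False calls numbered 1, 4, 4, 3 and 3 (2.27%, 6.78%, 6.15%, 13.0% and 4.62% of all calls). These runs cover genes that change singly, not whole-transcriptome shifts. Each gene was drawn with the same spread in every group, so the runs cannot test the sharing of the spread between groups. The real groups differed, with a median distance within the group of 1.73 for iNSLC and 1.05 for iPSC.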

Results

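Bulk mRNA was sequenced from common marmoset fibroblasts, cells reprogrammed with episomal vectors, embryonic neurospheres, germ cell-like cells and testis. The 23 libraries held 3 of skin fibroblasts (from the ear of adults CM421F and I5061F, fibroblasts 1 and 3, and from embryo E02M, fibroblast 2), 1 of E01F cells at day 6 and 1 at day 15 after transfection in NSM, a medium the authors had used for naive-state pluripotent cells, 3 of induced neural stem-like cells (iNSLCs), 2 of neurospheres from embryonic day 95 brain (cortex and ganglionic eminence), 7 of induced pluripotent stem cells (iPSCs), 5 of primordial germ cell-like cells (PGCLCs) and 1 of adult testis. A pair of the iPSC lines, titled CTXNS, came from cortical neurospheres, and the other 5 iPSC libraries came from fibroblasts of 4 animals. The iNSLC libraries were E01F at passage 11 and I5061F at passages 1 and 5 (iNSLC 1, 2 and 3). PGCLC libraries 1 and 2 came from line No40 and 3 and 4 from line DSY127, both embryonic stem cell lines, and 5 from E01F iPSCs. The authors describe the E01F PGCLCs as positive for a Venus reporter of PRDM1. Libraries of a single line are not separate animals, so p values measure in part the spread between cultures of a line.

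Total counts per library were 35925962, 42611759 and 28853881 for fibroblasts 1 to 3, 39956699 for day 6 and 38118741 for day 15. The 3 iNSLC libraries held 28502655, 44020219 and 34248817 counts and the neurospheres 62152828 and 42519009. Fibroblast-derived iPSCs held 36018683, 38389045, 22142542, 28445458 and 57937971 counts, and the CTXNS lines 25428629 and 21747499. PGCLC libraries held 26854376, 23902776, 2438035, 24526571 and 11207619 counts, and testis 41722163. The first 4 principal components held 25.2%, 15.9%, 13.3% and 10.4% of the variance between libraries.

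**Figure D1:**
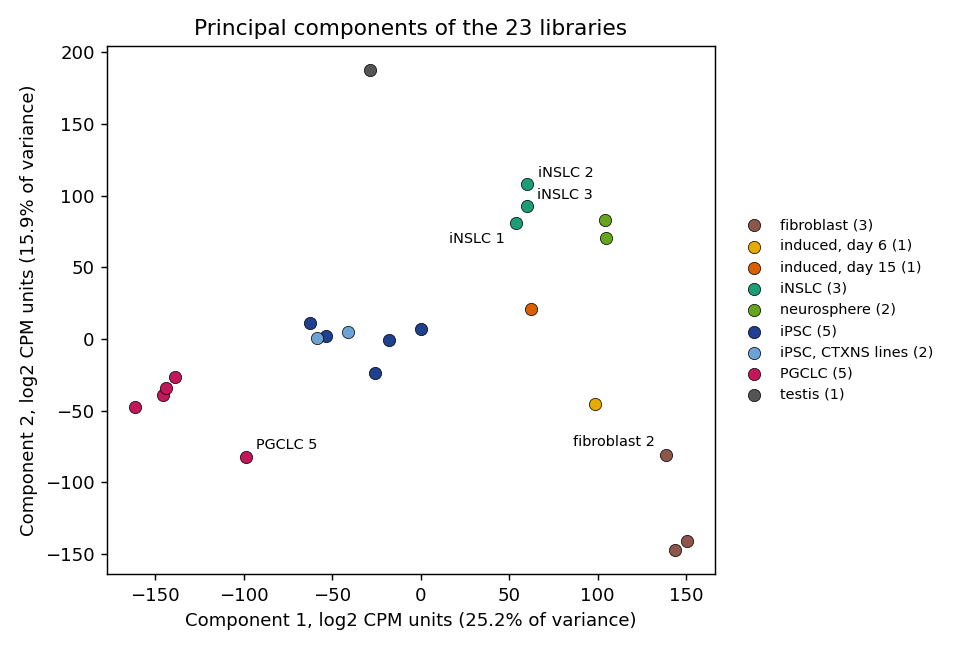
Scores of the 23 libraries on the first principal components of log2 CPM, with a point per library coloured by group. The first component holds 25.2% of the variance and the second 15.9%.

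The first comparison asked what distinguished iNSLCs from skin fibroblasts. Of the animals, I5061F alone was in both groups. iNSLC 1 came from E01F, an embryo without a fibroblast library here, and no iNSLC library came from CM421F or E02M. Animal, age and skin site were therefore not separated from cell type. The factors NEUROG2 and OLIG3 had 0 counts in all 3 fibroblast libraries. NEUROG2, a proneural factor (ENSCJAG00000003772, chromosome 3, 81123578 to 81126525), stood at 193 ± 291 CPM (SD, n = 3) against 0, at least 6864-fold higher (adjusted p = 8.7e-05). Its level was 24.6, 529 and 25.2 CPM in iNSLC 1, 2 and 3. Another large rise was that of DNER, a neuronal Notch ligand (111 ± 177 CPM, at least 3994-fold, adjusted p = 0.00018). STMN4, a neuronal microtubule protein (68.7 ± 64.8 CPM, at least 2268-fold, adjusted p = 0.00010), NSG2, a protein of neuronal endosomes (93.1 ± 153 CPM, at least 3369-fold, adjusted p = 0.00055), and OLIG3, a factor of dorsal neural progenitors (68.6 ± 59.9 CPM, at least 1678-fold, adjusted p = 0.00026), rose too. In iNSLC 1, 2 and 3 DNER was at 13.3, 315 and 5.48 CPM, STMN4 at 30.4, 144 and 32.3 CPM and NSG2 at 4.28, 270 and 5.48 CPM, so these means rest mostly on iNSLC 2, while OLIG3 was at 111, 0.132 and 94.2 CPM. Among the largest falls was that of MMP1, an interstitial collagenase, at 0.044 ± 0.0762 against 262 ± 207 CPM (log2 fold change -12.16 ± 2.59 SE, adjusted p = 0.0019). ALDH3A1, an aldehyde dehydrogenase, was at 0.23 ± 0.205 against 404 ± 373 CPM (-10.72 ± 1.74, adjusted p = 0.00021). ACP7 and SELP had 0 counts in iNSLCs and were at least 1323-fold and 971-fold lower than in fibroblasts.

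Of 11 neural stem genes tested, 8 rose and 3 did not pass, the same numbers when adjusted over the list alone (camera adjusted p = 0.00022, adjusted p = 0.308 with an estimated correlation). They included ZBTB16, a factor of neural rosettes (at least 406-fold), HES5, a Notch target of neural progenitors (at least 319-fold), and SOX2 (ENSCJAG00000008401, chromosome 15, 3410766 to 3412178), which went from 0.267 ± 0.157 to 106 ± 85.9 CPM (log2 fold change 8.55 ± 1.26, adjusted p = 9.8e-05). Among 12 neuronal genes, 9 rose and 1 fell, both over all genes and adjusted over the list alone (camera adjusted p = 0.00055, 0.308 with an estimated correlation). ELAVL4, a neuronal RNA-binding protein, rose to 252 ± 270 CPM (13.99 ± 1.24, adjusted p = 6.5e-07), while TUBB3, a tubulin common in neurons, fell from 461 ± 97.8 to 79.5 ± 37.0 CPM (-2.53 ± 0.42, adjusted p = 0.00024). Of 5 neurogenesis genes that the study named from these samples, 4 were tested here and all rose (4 adjusted over the list alone, camera adjusted p = 0.022, 0.230 with an estimated correlation), and their direction is not independent evidence. Glial genes split, with 4 of 7 higher and 1 lower (5 and 1 adjusted over the list alone, camera adjusted p = 0.266). AQP4, a water channel of astrocytes, reached 0.504 ± 0.372 CPM, at least 12.6-fold. GFAP, an astrocyte filament protein, rose by 4.43 ± 1.35 and ALDH1L1, a folate enzyme of astrocytes, fell by 2.85 ± 0.86. The GFAP rise did not pass without fibroblast 2 (4.06), fibroblast 3 (4.17) or iNSLC 1 (1.90), and the ALDH1L1 fall did not pass without fibroblast 3 (-2.03) or iNSLC 3 (-2.49).

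No telencephalic gene of 8 tested was called by edgeR (0 at an unadjusted p below 0.05, 1 lower by DESeq2, camera adjusted p = 0.893). Among 21 HOX genes, which set position along the body axis, 3 rose (2 adjusted over the list alone, camera adjusted p = 0.039, 0.672 with an estimated correlation). HOXA2 went from 0.92 ± 0.349 to 43.0 ± 31.3 CPM (5.53 ± 1.19, adjusted p = 0.0033) and HOXB1 from 0 to 19.7 ± 17.9 CPM (at least 496-fold, adjusted p = 0.010), the latter not passing in DESeq2. Of 5 neural crest genes 4 rose (4 adjusted over the list alone, camera adjusted p = 0.307). PAX7, a factor of dorsal neural tube and crest named after its values were seen, stood at 49.6 ± 65.4 CPM against 0 (at least 1736-fold, adjusted p = 0.00030). It ran from 2.34 to 124 CPM over the iNSLC libraries, so the bound depends much on the highest of them.

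Fibroblast genes moved together, with 15 of 18 lower and 3 not passing (18 lower adjusted over the list alone, camera adjusted p = 6.0e-12, 0.186 with an estimated correlation). POSTN, a matrix protein, went from 3536 ± 4622 to 20.9 ± 16.0 CPM (-7.40 ± 1.64, adjusted p = 0.0025) and PDGFRA, a growth factor receptor of mesenchyme, from 742 ± 685 to 4.68 ± 0.886 CPM (-7.31 ± 0.87, adjusted p = 1.3e-05). Of 5 mesenchymal transition genes, 1 fell (1 adjusted over the list alone, camera adjusted p = 0.715). This was VIM, an intermediate filament (1772 ± 557 against 11582 ± 4532 CPM, -2.71 ± 0.89, adjusted p = 0.028), which did not pass without fibroblast 2 (-2.38), iNSLC 1 (-2.91), iNSLC 2 (-2.48) or iNSLC 3 (-2.77). Epithelial genes were at low levels, and 7 of 10 rose (8 adjusted over the list alone, camera adjusted p = 0.385). ESRP1, an epithelial splicing factor, was at 1.45 ± 2.12 CPM and ST14, a membrane protease, at 1.69 ± 2.67 CPM (log2 fold changes 4.90 ± 1.10 and 5.09 ± 1.27). Without iNSLC 2 these became 2.19 and 1.58, neither passed, and 1 epithelial gene remained called.

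Among targets of ERK signalling, 1 of 8 fell, also when adjusted over the list alone (camera adjusted p = 0.0905). FOSL1, an AP-1 subunit, went from 109 ± 95.7 to 0.88 ± 0.344 CPM (-6.95 ± 0.89, adjusted p = 2.5e-05). Without iNSLC 2, 5 ERK targets were lower. Of 7 WNT targets, SP5, a direct target of beta-catenin, rose to 76.9 ± 80.7 CPM (11.51 ± 2.02, adjusted p = 0.00041) and NOTUM, a secreted WNT inhibitor, fell by 4.10 ± 1.12 (camera adjusted p = 0.846), NOTUM not passing without fibroblast 3 (-2.11). The 12 core pluripotency genes gave 8 higher (9 adjusted over the list alone, camera adjusted p = 0.0097, 0.588 with an estimated correlation). LIN28A, an RNA-binding protein of pluripotent and early progenitor cells, reached 134 ± 134 CPM (9.93 ± 1.27, adjusted p = 2.5e-05). SALL4, a zinc-finger factor, reached 61.5 ± 62.8 CPM (9.53 ± 0.86, adjusted p = 7.3e-07) and POU5F1, the octamer factor of pluripotent cells (ENSCJAG00000019789, chromosome 4, 31626192 to 31822630), 152 ± 125 CPM (7.05 ± 1.03, adjusted p = 8.9e-05). The vectors carry POU5F1, SOX2, LIN28A and NANOG, and reads from vectors were not separated here. By qPCR the authors found no endogenous POU5F1 or NANOG in iNSLCs but did find expression from the vectors. They found SOX2 to be expressed endogenously. NANOG, a homeobox factor of pluripotent cells, stayed at 1.17 ± 1.09 CPM and did not pass (adjusted p = 0.055), but did pass without iNSLC 2 (3.04), without fibroblast 3 (3.54) and in DESeq2 (2.49). KLF5 and KLF4, zinc-finger factors of naive pluripotency also found in epithelia and stroma, fell by 4.57 ± 0.65 and 4.02 ± 0.82, and 3 of 7 naive genes were lower (3 adjusted over the list alone, camera adjusted p = 0.307). Primed pluripotency genes gave 5 higher and 1 lower of 7 (5 and 1 adjusted over the list alone, camera adjusted p = 0.167).

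Of 9 factors carried by the reprogramming vectors, 4 rose and 2 fell (7 and 2 adjusted over the list alone, camera adjusted p = 0.310). MYCL, a MYC family member, rose by 5.57 ± 0.91 and GLIS1, a zinc-finger factor, fell from 10.7 ± 3.95 to 0.232 ± 0.106 CPM (adjusted p = 0.00049). KDM4D, a histone demethylase, did not pass (adjusted p = 0.056) but passed without iNSLC 2 (1.81) and in DESeq2 (1.56). The cells can keep vectors with human copies of these factors. By its label iNSLC 1 came from the authors' first vector set, which lacks GLIS1, KDM4D, KLF2 and NANOG. Senescence genes gave 3 lower of 5 (3 adjusted over the list alone, camera adjusted p = 0.016, 0.402 with an estimated correlation), among them FAS, a death receptor (-5.66 ± 0.65, adjusted p = 8.2e-06). Proliferation genes gave 2 higher of 12 (0 adjusted over the list alone, camera adjusted p = 0.855), TOP2A, a topoisomerase, and CCNE1, a cyclin of S phase entry. TOP2A (1.54 ± 0.55) did not pass without fibroblast 1 (1.60), fibroblast 2 (1.64), fibroblast 3 (1.29), iNSLC 1 (1.39) or iNSLC 3 (1.04), and CCNE1 (1.14 ± 0.37) did not pass without fibroblast 2 (0.83), fibroblast 3 (1.22) or iNSLC 1 (0.77). Without iNSLC 2, 6 of them were higher.

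In total 3193 genes were higher in iNSLCs and 2268 lower (58.5% higher) by the edgeR quasi-likelihood test at a Benjamini-Hochberg adjusted p below 0.05. With total counts as the only scaling the counts were 4499 and 1611 (73.6% higher). A fit of these 2 groups alone called 1307 and 1288, and 6 named genes called in the fit of all groups did not pass there. Higher calls numbered 2121 without fibroblast 1 and 2015 without fibroblast 3. Scaled by total counts, the core pluripotency, study neurogenesis, HOX and DNA methylation lists were not called by camera, and the last 2 lists also not with RLE scaling. In these settings p was adjusted over this comparison's lists alone.

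**Figure D2:**
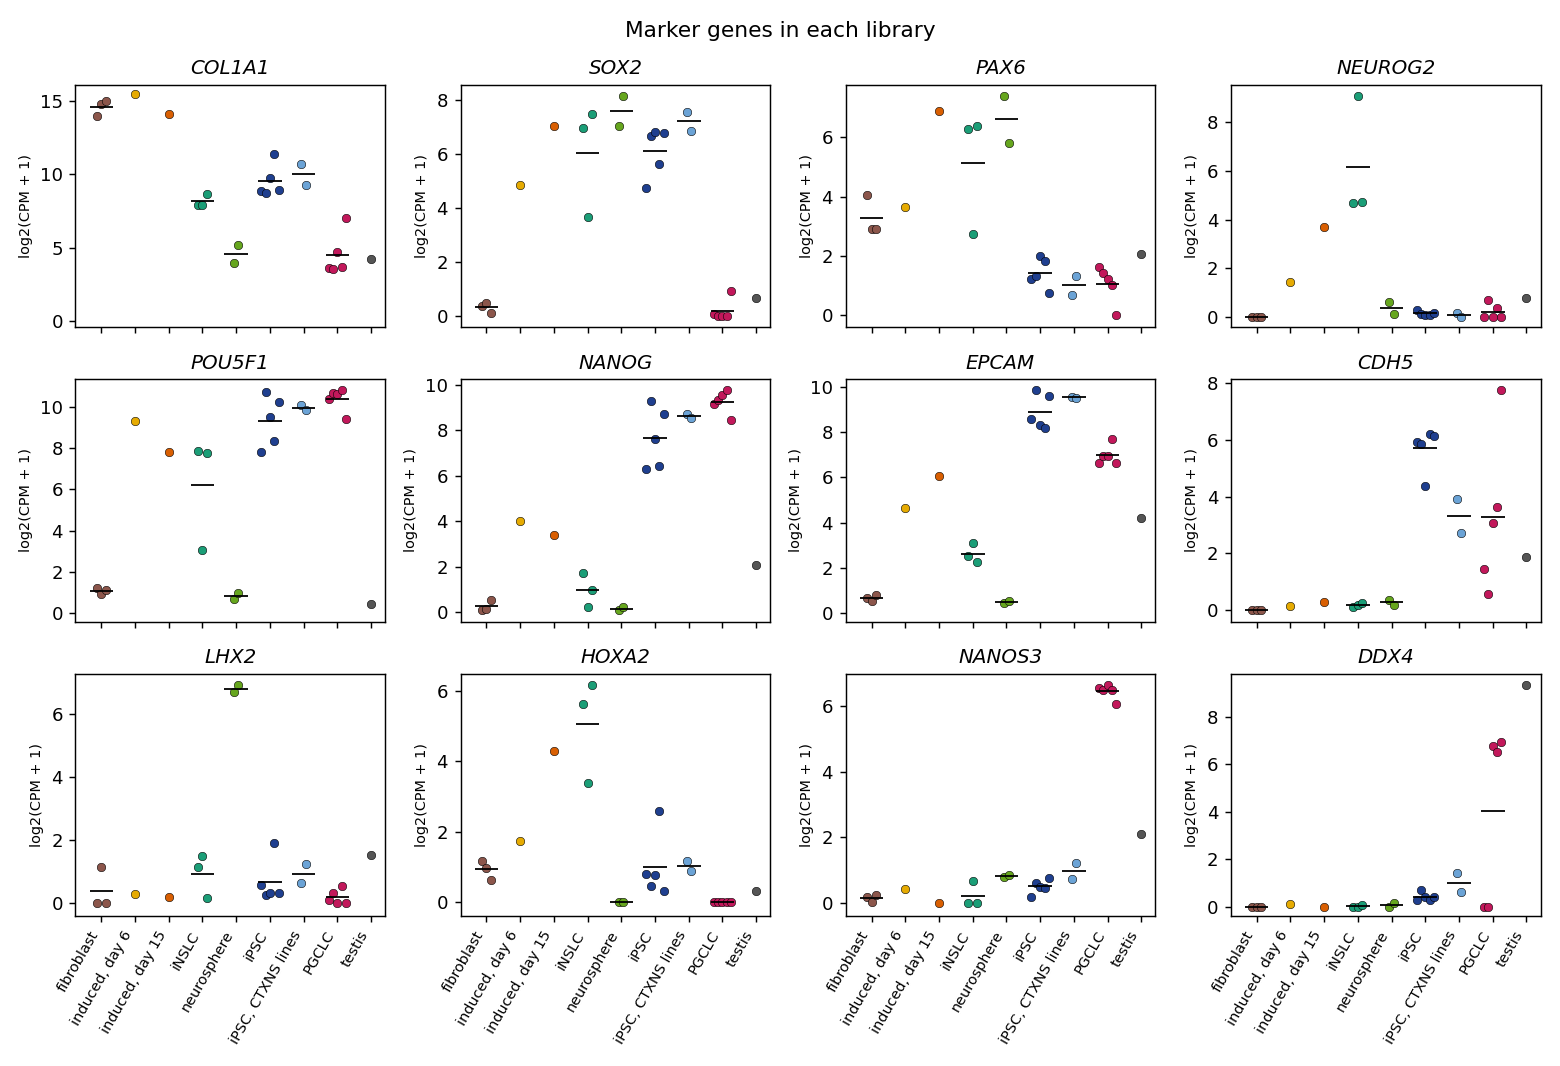
Levels of marker genes per library as log2 of CPM plus 1, with a point per library, groups along the horizontal axis and a line at the mean of each group with replicates. NEUROG2 was highest in iNSLC 2 at 529 CPM, and DDX4 in testis at 644 CPM.

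The day 6 and day 15 libraries of E01F were placed between fibroblasts and iNSLCs. No E01F fibroblast library was analysed here, and by its label E01F iNSLC 1 came from another vector set, so these positions do not measure how far the cells had moved. On the line from the fibroblast mean (0) to the iNSLC mean (1), day 6 lay at 0.37 and day 15 at 0.67. With each library left out of its own group's mean, iNSLC 1, 2 and 3 lay at 0.88, 0.74 and 0.96. These were placed on other lines than day 6 and day 15, so the values are only roughly comparable. Placed in the same way, fibroblasts 1 and 3 lay at -0.02 and -0.06 and fibroblast 2 at 0.30, whose nearest library was day 6 (distance 1.31). Toward the iPSC mean, day 6 lay at 0.37 and day 15 at 0.62. SOX2 was at 28.5 CPM at day 6 and 131 CPM at day 15, and PAX6, an eye and forebrain progenitor factor, at 11.4 and 118 CPM. POU5F1 was at 622 and 220 CPM, MYCL at 139 and 52.0 CPM and KLF4 at 113 and 45.9 CPM. COL1A1, the main chain of type I collagen, was at 45320 and 17611 CPM, against 25471 ± 8744 CPM in fibroblasts, and NEUROG2 at 1.75 and 11.9 CPM. Each day had 1 library, so no test was made.

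The next comparison asked how iPSCs differed from iNSLCs, using all 7 iPSC and 3 iNSLC libraries. The authors could convert iNSLCs to iPSCs at early passages but not at late ones, and only iNSLC 2 was of an early passage. NODAL, a TGF-beta family ligand, went from 0.0587 ± 0.0146 to 77.6 ± 56.9 CPM (10.31 ± 1.16, adjusted p = 1.0e-05). The level of NANOG (ENSCJAG00000018999, chromosome 9, 20166985 to 20173162) went from 1.17 ± 1.09 to 315 ± 203 CPM (8.10 ± 0.995, adjusted p = 2.7e-05), and that of EPCAM, an epithelial adhesion molecule (ENSCJAG00000000624, chromosome 14, 60429704 to 60440930), from 5.30 ± 1.95 to 604 ± 263 CPM (6.83 ± 0.52, adjusted p = 3.5e-07). CER1, a secreted NODAL inhibitor (86.5 ± 133 against 0.0393 ± 0.068 CPM, adjusted p = 0.0017), EOMES, a T-box factor of the primitive streak (10.66 ± 1.78, adjusted p = 0.00035), and TRPA1, a cation channel (9.63 ± 1.70), also rose. Neurogenic factors fell, with NEUROD4 and NEUROD1 at 0 counts in iPSCs (at least 2925-fold and 3156-fold lower) and NEUROG2 at 0.108 ± 0.0711 CPM (-10.68 ± 1.09, adjusted p = 9.4e-06). The iNSLC means of NEUROD1 and NEUROG2 rest mostly on iNSLC 2, which differed from iNSLC 1 and 3 by 4.18 and 4.36 log2 units. For NEUROD4 that difference was -0.911. SOX2 did not differ beyond the test (101 ± 53.2 against 106 ± 85.9 CPM, adjusted p = 0.956), nor did LIN28A (adjusted p = 0.226) or GLIS1 (adjusted p = 0.347).

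Core pluripotency genes gave 8 higher of 12 (8 adjusted over the list alone, camera adjusted p = 4.8e-06, 0.327 with an estimated correlation), including PRDM14, a germline and pluripotency repressor (8.71 ± 1.12, adjusted p = 4.0e-05), and UTF1, a chromatin protein of pluripotent cells (8.34 ± 0.85, adjusted p = 4.4e-06). POU5F1 went from 152 ± 125 to 872 ± 501 CPM (2.52 ± 0.76, adjusted p = 0.020), but did not pass on the libraries of shared animals with the block (2.83) or without it (2.85), or in a fit of the 2 groups alone (2.57). Naive genes gave 6 higher of 7 (6 adjusted over the list alone, camera adjusted p = 0.0016, 0.230 with an estimated correlation), among them DPPA5 (9.82 ± 1.56), KLF4 (5.76 ± 0.86, adjusted p = 0.00014) and TFCP2L1, a factor of the naive state (6.60 ± 0.95). Primed genes gave 2 higher of 7, NODAL and FGF2, a growth factor (camera adjusted p = 0.353, with median, mean and test of the list differing in sign). Of 6 pluripotency genes named by the study from these samples, 4 were tested here and all rose (4 adjusted over the list alone, camera adjusted p = 0.00043, 0.321 with an estimated correlation). Of its 5 neurogenesis genes the 4 tested fell (4 adjusted over the list alone, camera adjusted p = 0.00058, 0.0995 with an estimated correlation). With the block by animal 1 of the 4 was lower, and 4 on the same libraries without it. PAX6 (ENSCJAG00000005942, chromosome 11, 94947034 to 94980806) went from 54.7 ± 42.5 to 1.59 ± 0.886 CPM (-5.11 ± 0.73, adjusted p = 9.4e-05). With the block by animal its fold was -5.03 and did not pass.

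Neural stem genes gave 8 lower of 11 (8 adjusted over the list alone, camera adjusted p = 0.00036, 0.321 with an estimated correlation), with HES5 at -6.75 ± 1.06 and PTPRZ1, a receptor phosphatase of radial glia, at -5.70 ± 0.97. With the block by animal 3 of the 11 were lower, and 4 on the same libraries without it. Neuronal genes gave 8 lower and 1 higher of 12 (8 and 1 adjusted over the list alone, camera adjusted p = 4.3e-05, 0.221 with an estimated correlation). The log2 fold change was -10.14 ± 1.30 for NSG2 and -9.23 ± 1.24 for SCN3A, a sodium channel. TUBB3 rose by 2.28 ± 0.38. Every epithelial gene tested rose (10 of 10, 10 adjusted over the list alone, camera adjusted p = 2.6e-08, 0.308 with an estimated correlation), ESRP1 among them (211 ± 87.7 CPM, 7.15 ± 0.91, adjusted p = 3.4e-05). Mesenchymal transition genes gave 2 lower of 5 (2 adjusted over the list alone, camera adjusted p = 0.030, 0.445 with an estimated correlation), and 3 of 5 neural crest genes fell (4 adjusted over the list alone, camera adjusted p = 0.060, 0.048 with the block by animal and 0.0427 on the same libraries without it). The values with and without the block were adjusted over this comparison's lists alone, with the preset correlation, so they cannot be set against 0.060. In both of those fits 0 of the 5 neural crest genes were called. Later germ cell genes gave 6 higher of 12 (7 adjusted over the list alone, camera adjusted p = 0.0039, 0.402 with an estimated correlation). Mesoderm genes gave 3 higher of 5 (3 adjusted over the list alone, camera adjusted p = 0.028, 0.392 with an estimated correlation), with TBXT, the notochord and streak factor, at 47.2 ± 40.4 CPM (9.13 ± 1.19, adjusted p = 4.4e-05). Endoderm genes gave 5 higher and 1 lower of 8 (6 and 1 adjusted over the list alone, camera adjusted p = 0.030, 0.512 with an estimated correlation).

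All 6 endothelial genes tested were higher in iPSCs (6 adjusted over the list alone, camera adjusted p = 0.0022, 0.415 with an estimated correlation). PECAM1, an adhesion molecule of endothelium that is also found on pluripotent cells (413 ± 203 against 34.1 ± 19.3 CPM, 3.60 ± 0.80, adjusted p = 0.0030), and VWF, a clotting protein of endothelium (15.5 ± 7.66 against 0.47 ± 0.145 CPM, 5.05 ± 0.99, adjusted p = 0.0011), were named after their values were seen. So was KDR, a receptor for VEGF (4.96 in log2 fold change, adjusted p = 0.030), which did not pass without iNSLC 1 (4.98), iNSLC 2 (4.59) or iNSLC 3 (5.44), with no filter or with counts summed per line (4.91). Without iNSLC 2, 4 of the 6 were called. Fibroblast genes gave 6 higher and 1 lower of 18 (6 and 1 adjusted over the list alone, camera adjusted p = 0.042, 0.672 with an estimated correlation). Targets of ERK gave 2 higher of 8 (2 adjusted over the list alone, camera adjusted p = 0.0858), ETV4 (3.72 ± 0.89, adjusted p = 0.0051) and FOSL1 (3.37 ± 0.72, adjusted p = 0.0023), and 5 without iNSLC 2. WNT targets gave 2 higher and 2 lower of 7 (camera adjusted p = 0.851). NKD1, a feedback inhibitor, fell by 3.43 ± 0.51 and SP5 by 3.41 ± 0.97, the last not passing without iNSLC 1 (-2.26). Of the vector factors 3 rose and 2 fell (3 and 2 adjusted over the list alone, camera adjusted p = 0.514), the falls being MYCL (-2.76 ± 0.59, adjusted p = 0.0023) and KDM4D (-1.76 ± 0.47, adjusted p = 0.0092). PEG3, a paternally expressed imprinted gene, fell from 3051 ± 910 to 719 ± 358 CPM (-2.08 ± 0.50, adjusted p = 0.0050), and 2 of 7 imprinted genes were lower (2 adjusted over the list alone, camera adjusted p = 0.220).

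In total 2110 genes were higher in iPSCs and 2749 lower than in iNSLCs (edgeR, adjusted p below 0.05). Higher calls numbered 1366 without iNSLC 3. Counts summed per line gave 1499 higher and 2035 lower. On the libraries of E01F and I5061F alone the counts were 512 and 247 with the animal as a block and 812 and 398 without it. Of 38 named genes called here, 16 did not pass with the block, 11 did not pass on the same libraries without it, and 0 were called in the opposite direction. Beside POU5F1 and PAX6, those not passing with the block included NEUROD1 (adjusted p = 0.061), NSG2 (-8.50), FGF2 (3.85), PTPRZ1 (-5.21), ETV4 (4.29), FOSL1 (2.80), NOTUM (2.89), NKD1 (-3.12), SP5 (-2.61), MYCL (-1.94), KDM4D (-1.86), PEG3 (-1.52) and PEG10 (-1.69), each with its log2 fold change or adjusted p in the blocked fit.

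**Figure D3:**
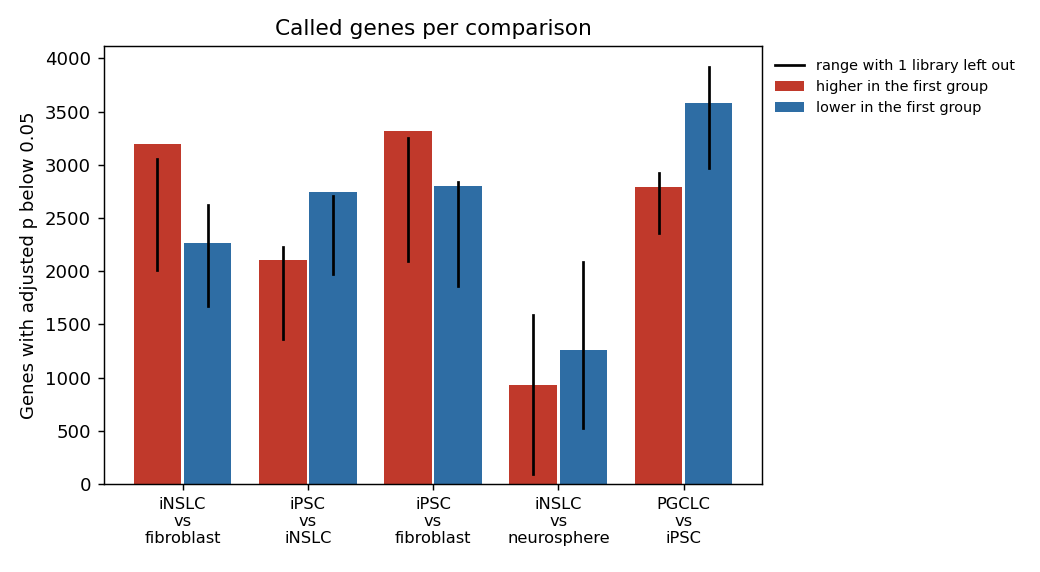
Numbers of genes called higher and lower in each comparison by edgeR at an adjusted p below 0.05, as bars from 0. The comparison of PGCLCs with iPSCs has 2788 higher and 3577 lower.

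The endpoints of reprogramming were then compared directly, 7 iPSC against 3 fibroblast libraries. All 12 core pluripotency genes tested rose (12 adjusted over the list alone, camera adjusted p = 1.3e-07, 0.308 with an estimated correlation). GDF3, a TGF-beta family ligand, went from 0.065 ± 0.0697 to 385 ± 247 CPM (12.36 ± 1.27, adjusted p = 2.3e-06) and LIN28A from 0.122 ± 0.114 to 316 ± 78.8 CPM (11.17 ± 1.30, adjusted p = 8.5e-06). NANOG rose by 10.61 ± 1.14 (adjusted p = 3.6e-06), POU5F1 by 9.57 ± 1.12 (adjusted p = 9.0e-06) and SOX2 by 8.48 ± 1.23 (adjusted p = 7.8e-05). Fibroblast genes gave 16 lower of 18 (17 adjusted over the list alone, camera adjusted p = 2.1e-10, 0.221 with an estimated correlation), among them COL1A1 at 1025 ± 846 against 25471 ± 8744 CPM (-4.63 ± 0.72, adjusted p = 0.00013) and FAP, a stromal protease, at 1.22 ± 1.52 against 62.1 ± 55.1 CPM (-5.67 ± 0.78, adjusted p = 0.00011). Further large falls were ABCA6, a lipid transporter (-9.78 ± 1.18), SELP, an adhesion molecule (-7.94 ± 1.34), TSPAN11, a tetraspanin (-7.39 ± 0.56, adjusted p = 1.0e-07), ISLR, a marker of mesenchymal cells (-7.34 ± 1.23), and UPK1B, a uroplakin (-7.30 ± 0.90).

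Epithelial genes gave 10 higher of 10 (10 adjusted over the list alone, camera adjusted p = 1.4e-07, 0.327 with an estimated correlation), including CLDN3, a tight junction protein (at least 942-fold), and ESRP1 (12.05 ± 1.20, adjusted p = 1.8e-06). Mesenchymal transition genes gave 3 lower of 5 (3 adjusted over the list alone, camera adjusted p = 0.0080, 0.392 with an estimated correlation), with ZEB1, a repressor of epithelial genes, at -2.74 ± 0.54 (adjusted p = 0.00095) and SNAI2, another such repressor, at -2.23 ± 0.68, the latter not passing without fibroblast 2 (-1.96). Primed genes gave 5 higher of 7 (6 adjusted over the list alone, camera adjusted p = 0.012, 0.308 with an estimated correlation). Naive genes gave 4 of 7 (6 adjusted over the list alone, camera adjusted p = 0.0652). Early germ cell genes gave 6 higher of 7 (7 adjusted over the list alone, camera adjusted p = 0.0040, 0.230 with an estimated correlation). Later germ cell genes gave 7 of 12 (7 adjusted over the list alone, camera adjusted p = 0.0028, 0.40 with an estimated correlation), and the study's pluripotency genes 4 of 4 tested, from 6 named (4 adjusted over the list alone, camera adjusted p = 0.0016, 0.392 with an estimated correlation).

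Genes of early lineages were counted in iPSCs too. Endoderm genes gave 7 higher of 8 (7 adjusted over the list alone, camera adjusted p = 0.0030, 0.392 with an estimated correlation), with HNF4A, a liver and visceral endoderm receptor, at 35.8 ± 43.7 CPM against 0 (at least 1024-fold) and GATA4, a factor of heart and endoderm, at 22.2 ± 15.7 CPM against 0 (at least 632-fold, adjusted p = 2.3e-05). Mesoderm genes gave 3 higher of 5 (3 adjusted over the list alone, camera adjusted p = 0.107), TBXT by 11.54 ± 1.43 and TBX6 by 4.04 ± 1.15, the latter not passing with the block by animal (3.56) or without fibroblast 3 (3.55). Endothelial genes gave 5 higher of 6 (5 adjusted over the list alone, camera adjusted p = 0.010, 0.512 with an estimated correlation), among them CDH5, the cadherin of endothelial junctions, at 42.4 ± 28.2 CPM against 0 (at least 1393-fold, adjusted p = 0.0022). TRPA1, MYL7 and B4GALNT3 were also at 0 counts in fibroblasts and at least 2465-fold, 1236-fold and 1292-fold higher in iPSCs. Imprinted genes went both ways (3 higher and 1 lower of 7, 3 and 1 adjusted over the list alone, camera adjusted p = 0.418). PEG3 rose by 3.04 ± 0.63, SNRPN, a paternally expressed splicing protein, by 1.74 ± 0.32, and PEG10, a retrotransposon-derived paternal gene, fell by 2.87 ± 0.62.

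Of the vector factors 5 were higher and 1 lower of 9 (6 and 1 adjusted over the list alone, camera adjusted p = 0.158). GLIS1 fell by 4.51 ± 0.67 (adjusted p = 9.3e-05) and MYCL rose by 2.81 ± 0.76, the latter not passing with the block by animal (2.60). KLF4 (1.75 ± 0.67, adjusted p = 0.0501) passed without fibroblast 2 (2.45), iPSC 1 (1.94), iPSC 3 (1.91) or iPSC 4 (1.88) and with RLE (1.81) or total-count scaling (2.13). KDM4D (adjusted p = 0.756) did not pass. HOX genes gave 3 higher and 1 lower of 21 (camera adjusted p = 0.101, 0.0292 with the block by animal and 0.0316 on the same libraries without it). The values with and without the block were adjusted over this comparison's lists alone, so they cannot be set against 0.101. Both used the preset correlation, and the correlation was not estimated in those fits. In total 3319 genes were higher and 2803 lower (54.2% higher), and 5104 and 1480 (77.5% higher) with total counts as the only scaling. Without fibroblast 3 the counts were 2092 and 1863, and without fibroblast 1 the higher calls numbered 2244. On the 3 animals with both cell types they were 2144 and 1662 with the animal as a block and 2696 and 2387 without it.

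iNSLCs were set against embryonic neurospheres to ask how near they came to neural stem cells of the brain. LHX2, a cortical selector factor, stood at 1.06 ± 0.875 CPM (n = 3) against 112 ± 13.5 CPM (n = 2), a log2 fold change of -6.71 ± 1.57 (adjusted p = 0.011), and NR2E1, a nuclear receptor of forebrain stem cells, at 0.0537 ± 0.0471 against 131 ± 123 CPM (-11.12 ± 1.29, adjusted p = 0.00031). HOXA2, a hindbrain HOX gene (ENSCJAG00000008032, chromosome 8, 28602318 to 28604733), stood at 43.0 ± 31.3 CPM against 0 (at least 1336-fold, adjusted p = 0.0019) and PAX3, a dorsal neural tube factor, at 73.5 ± 75.3 CPM against 0 (at least 2256-fold, adjusted p = 0.016). Leaving out a neurosphere, which left that group with 1 library, ended several calls. The PAX3 rise did not pass without neurosphere 1 or neurosphere 2 (adjusted p = 0.138 and 0.124), and the LHX2 fall did not without neurosphere 2 (-6.59).

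HOX genes gave 10 higher of 21 (15 adjusted over the list alone, camera adjusted p = 1.3e-07, 0.308 with an estimated correlation) and telencephalic genes 3 lower of 8 (6 adjusted over the list alone, camera adjusted p = 0.00050, 0.308 with an estimated correlation). Neural crest genes gave 3 higher of 5 (4 adjusted over the list alone, camera adjusted p = 0.017, 0.321 with an estimated correlation). Neural stem genes gave 1 higher and 1 lower of 11 (1 and 1 adjusted over the list alone, camera adjusted p = 0.873, with median, mean and test differing in sign), ZBTB16 (5.33 ± 1.58) and LHX2. SOX2 and the other 8 did not pass, which does not show equal levels. Neuronal genes gave 3 higher and 2 lower of 12 (4 and 2 adjusted over the list alone, camera adjusted p = 0.606). NEUROG2 (9.14 ± 1.80, adjusted p = 0.0044) and NEUROD4 (6.50 ± 1.34, adjusted p = 0.012) were higher, while NEUROD6 and TBR1, factors of cortical excitatory neurons, were lower (at least 393-fold, and -5.92 ± 1.45). Neither NEUROG2 (8.42) nor NEUROD4 (5.70) passed without neurosphere 2. HOXB1 (at least 591-fold, adjusted p = 0.041) did not pass without neurosphere 1 or neurosphere 2 (adjusted p = 0.223 and 0.208) or in DESeq2. ZBTB16 did not pass without neurosphere 1 (5.78), neurosphere 2 (4.99), iNSLC 1 (5.38) or iNSLC 3 (4.90), nor TBR1 without neurosphere 1 (-2.96), iNSLC 1 (-5.56) or iNSLC 3 (-5.61). Glial genes gave 4 lower of 7 (5 adjusted over the list alone, camera adjusted p = 6.2e-05, 0.0995 with an estimated correlation), with GFAP at 3.37 ± 4.84 against 183 ± 7.70 CPM (-5.77 ± 1.36, adjusted p = 0.011) and AQP4 at -4.90 ± 1.18. The GFAP call ended without neurosphere 1 (-5.73) or neurosphere 2 (-5.82) and the AQP4 call without neurosphere 2 (-3.62).

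Hypoxia genes gave 7 lower of 9 (7 adjusted over the list alone, camera adjusted p = 8.3e-07, 0.0995 with an estimated correlation). The members VEGFA, a growth factor for vessels, at 29.6 ± 12.4 against 771 ± 91.2 CPM (-4.70 ± 0.56, adjusted p = 6.3e-05), and BNIP3, a mitophagy receptor, at 87.8 ± 16.3 against 571 ± 105 CPM (-2.70 ± 0.48, adjusted p = 0.0018), were named after their values were seen. Senescence genes gave 4 lower of 5 (4 adjusted over the list alone, camera adjusted p = 0.00032, 0.275 with an estimated correlation). ERK targets gave 3 lower of 8 (5 adjusted over the list alone, camera adjusted p = 0.00099, 0.308 with an estimated correlation), and 6 without iNSLC 2. Proliferation genes gave 2 higher of 12 (4 adjusted over the list alone, camera adjusted p = 0.012, 0.672 with an estimated correlation), and 8 without iNSLC 2. Core pluripotency genes gave 7 higher of 12 (8 adjusted over the list alone, camera adjusted p = 0.0051, 0.536 with an estimated correlation), with LIN28A at 11.23 ± 1.63 and POU5F1 at 7.53 ± 1.27, both carried by the vectors and neither passing in a fit of the 2 groups alone (11.24 and 7.55). Vector factors gave 3 higher of 9 (4 adjusted over the list alone, camera adjusted p = 0.101), and 5 without iNSLC 2. Interferon genes gave 1 lower of 11 (4 adjusted over the list alone, camera adjusted p = 0.022, 0.672 with an estimated correlation), and the camera call ended without iNSLC 2 (adjusted p = 0.0655). The value without iNSLC 2 was adjusted over this comparison's lists alone.

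The largest other changes were VSIG1, an adhesion protein (0 against 182 ± 7.94 CPM, at least 6438-fold lower) and SLCO1C1, a thyroid hormone transporter (at least 586-fold lower). ALDH1A3, an enzyme of retinoic acid synthesis (-11.83 ± 1.31, adjusted p = 3.9e-05), and SPP1, a secreted phosphoprotein (7.19 ± 7.66 against 13259 ± 7502 CPM, -10.84 ± 1.43, adjusted p = 0.00018), were lower. OLIG3 (11.57 ± 2.27) and ACTC1, cardiac actin (10.66 ± 2.98), were higher. OLIG3 did not pass without neurosphere 1 (14.00) or neurosphere 2 (10.85), nor did ACTC1 (10.16 and 11.25). In total 931 genes were higher in iNSLCs and 1264 lower (edgeR, adjusted p below 0.05), with 1808 higher by DESeq2. A fit of these 2 groups alone called 33 and 235, and 17 named genes called in the fit of all groups did not pass there. The counts were 117 and 556 without neurosphere 1, 93 and 529 without neurosphere 2, 482 and 688 without iNSLC 3 and 1584 and 2083 without iNSLC 2, and lower calls numbered 823 without iNSLC 1. Across genes, iNSLC 2 correlated with neurosphere 1 at a Spearman rho of 0.892 and with iNSLC 3 at 0.898, and neurosphere 1 was its nearest library (distance 1.67, and 1.78 to neurosphere 2 at a rho of 0.878). From neurospheres 1 and 2, iNSLC 1 lay at 2.01 and 1.96 (rho 0.846 and 0.857) and iNSLC 3 at 2.003 and 1.97 (0.857 and 0.864). Day 15 lay at 1.84 and 1.78 and iPSC 4 at 1.95 and 1.91. The order changed on the 2000 most variable genes, where the distance to the neurosphere mean was 3.37, 3.19 and 3.48 for iNSLC 1, 2 and 3, 3.50 for day 15 and 3.93 for iPSC 4. There iNSLC 2 lay nearer to the mean of the other iNSLCs (2.98) than to the neurospheres.

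PGCLCs were compared with iPSCs, 5 against 7 libraries. Since 4 of the PGCLC libraries came from embryonic stem cell lines, the comparison does not separate germ cell induction from the origin of the lines. NANOS3, an RNA-binding protein required by primordial germ cells (ENSCJAG00000004388, chromosome 22, 13114678 to 13117392), went from 0.585 ± 0.37 to 86.7 ± 12.8 CPM (7.21 ± 0.68, adjusted p = 1.4e-06) and KIT, their receptor for stem cell factor (ENSCJAG00000018396, chromosome 3, 138848398 to 138932796), from 9.62 ± 3.61 to 923 ± 170 CPM (6.58 ± 0.41, adjusted p = 1.5e-08). SOX2 fell from 101 ± 53.2 to 0.192 ± 0.393 CPM (-9.26 ± 1.06, adjusted p = 8.0e-06). Early germ cell genes gave 6 higher of 7 (7 adjusted over the list alone, camera adjusted p = 1.2e-09), and this was the only list called in any comparison with an estimated correlation as well (adjusted p = 0.0067). Reporter selection can fix PRDM1 high, and factors supplied for induction could add reads. Without PRDM1, a test added afterwards, 5 of 6 were higher (camera adjusted p = 7.6e-08, 0.037 with an estimated correlation), and without PRDM1 and TFAP2C 4 of 5 (8.2e-07, 0.037 with an estimated correlation). TFAP2C, an AP-2 factor of primate germ cells (592 ± 149 against 47.3 ± 26.8 CPM, 3.64 ± 0.67, adjusted p = 0.00057), was named after its values were seen, as was PRDM1, the germline repressor (377 ± 103 against 28.2 ± 6.44 CPM, 3.74 ± 0.30). COL17A1, a hemidesmosome collagen (6.91 ± 0.44), ATP6V1C2, a proton pump subunit (6.12 ± 0.40), and DSG3, a desmosome cadherin (5.89 ± 0.75), rose as well.

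Later germ cell genes gave 3 higher of 12 (5 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.158). DDX4, the germ cell helicase VASA (ENSCJAG00000001951, chromosome 2, 151850004 to 151940800), had 0 counts in both No40 libraries and 107, 91.1 and 122 CPM in PGCLC 3, 4 and 5 (6.86 ± 1.43 over the group, adjusted p = 0.0018), and PIWIL1, a protein of the piRNA pathway, went from 17.2 ± 13.5 to 263 ± 199 CPM (3.93 ± 0.78, adjusted p = 0.00096). Core pluripotency genes gave 5 lower of 12 (5 adjusted over the list alone, camera adjusted p = 0.256). Naive genes gave 2 higher of 7 (2 adjusted over the list alone, camera adjusted p = 0.031, 0.392 with an estimated correlation) and primed genes 4 lower of 7 (4 adjusted over the list alone, camera adjusted p = 0.279). TFCP2L1 rose by 3.22 ± 0.52 and KLF5 by 1.42 ± 0.39, while NODAL fell by 4.74 ± 0.67 and ZIC2, a zinc-finger factor of primed cells, by 3.85 ± 1.01. The naive list was not called by camera without PGCLC 3 (adjusted p = 0.0635) or PGCLC 5 (0.110), both adjusted over this comparison's lists alone. DNA methylation genes gave 3 lower of 7 (3 adjusted over the list alone, camera adjusted p = 0.102), DNMT3B, a de novo methyltransferase, at 47.7 ± 3.17 against 1114 ± 541 CPM (-4.55 ± 0.48, adjusted p = 3.7e-06) and UHRF1, a maintenance factor, at -2.68 ± 0.39 (adjusted p = 7.8e-05).

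Lineage genes went both ways. TBXT rose from 47.2 ± 40.4 to 305 ± 57.9 CPM (2.69 ± 0.58, adjusted p = 0.0018), whereas EOMES (-4.55 ± 0.98) and MIXL1, a streak homeobox factor (-4.04 ± 0.87), fell, and the mesoderm list was not called (camera adjusted p = 0.797). CXCR4, a chemokine receptor of migrating germ cells and endoderm, rose by 4.28 ± 0.63 and CER1 had 0 counts (at least 2255-fold lower), with the endoderm list at a camera adjusted p of 0.992. CDX2, a trophoblast and gut factor, was the only amnion or trophoblast gene of 7 called by edgeR (-3.51 ± 1.32, 0 adjusted over the list alone, 1 higher and 2 lower by DESeq2, camera adjusted p = 0.797). Its call ended without PGCLC 1 (-3.15), 2 (-3.43), 3 (-3.37) or 5 (-3.21), iPSC 1 (-2.87), 3 (-3.55), 4 (-3.49) or 5 (-3.64) or CTXNS 2 (-3.50). Fibroblast genes gave 13 lower of 18 (15 adjusted over the list alone, camera adjusted p = 5.8e-06, 0.327 with an estimated correlation), and HOX genes 6 lower of 21 (5 adjusted over the list alone, camera adjusted p = 0.0010, 0.512 with an estimated correlation). Without PGCLC 5, 13 HOX genes and 3 of 6 endothelial genes were lower. PRRX1, a mesenchymal factor, and MMP13, a collagenase, had 0 counts (at least 832-fold and 548-fold lower), and TRPC4 fell by 9.74 ± 0.91. Proliferation genes gave 10 lower of 12 (10 adjusted over the list alone, camera adjusted p = 0.00058, 0.542 with an estimated correlation). CDK1, the mitotic kinase, at 12.1 ± 8.67 against 128 ± 47.3 CPM (-3.38 ± 0.52, adjusted p = 0.00011), was named after its values were seen.

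In total 2788 genes were higher in PGCLCs and 3577 lower (edgeR, adjusted p below 0.05). With counts summed per line, which removes repeats of a line, these were 2046 and 2409. The median distance from the E01F library to the other PGCLC libraries was 1.91 (1.79 to 1.93), against 1.42 (1.13 to 1.51) between the No40 and DSY127 libraries.

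The iPSC lines from cortical neurospheres were compared with the other iPSCs to ask whether the cell of origin left a difference. CTXNS 1 and 2 were at passages 7 and 5, and iPSC 1 to 5 at passages 11, 10, 13, 10 and 11. The lines also differ in name, so cell of origin cannot be told apart from passage or line here. By edgeR 0 genes were higher and 1 lower, a gene with no symbol. Of 17854 genes tested 630 were at an unadjusted p below 0.05, a smaller share than chance alone would give. DESeq2 called 8 higher and 15 lower. The edgeR call was lost without CTXNS 1 or 2, or without iPSC 1, 2 or 5 (0 lower in each). Camera called lists of which no member was called by edgeR. Higher in the CTXNS lines were interferon genes (adjusted p = 4.3e-05, 0.429 with an estimated correlation, 2 of 11 members at an unadjusted p below 0.05), naive genes (adjusted p = 0.00032, 0.123 with an estimated correlation, 3 of 7 members) and core pluripotency genes (adjusted p = 0.00036, 0.429 with an estimated correlation, 1 of 12 members). The same held for epithelial (adjusted p = 0.00081, 0.536 with an estimated correlation), later germ cell (0.0027, 0.392), study pluripotency (0.0035, 0.402), vector factor (0.0099, 0.445) and mesoderm genes (0.034, 0.402). Lower were endothelial (adjusted p = 0.00010, 0.308 with an estimated correlation) and leukocyte genes (adjusted p = 0.017, 0.327 with an estimated correlation). POU5F1 was at 1072 and 912 CPM in the CTXNS lines and at 223, 1649, 718, 320 and 1210 CPM in iPSC 1 to 5. With 2 lines against 5, small differences between the groups may have been missed, and detection was not simulated for this comparison.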

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

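Every test of an explanation in this part was chosen after the result was seen, except the counts over other splits of the libraries.

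A sample's value was set apart when it lay far from the others of its group relative to the group's range (Dixon's test). Of 86 values tested 5 stood out, and 4.3 were expected, since chance picks about 1 in 20 groups. iPSC 5 had the most genes detected of the 7 iPSC libraries, 20937 against 19754 in the next. ISLR was at 4.13 CPM in iPSC 4 and at 0.195 CPM in the next library, and FAP at 4.63 CPM in iPSC 4 and 1.05 CPM in the next. DDX4 was at 1.63 CPM in the iPSC line CTXNS 1 and at 0.633 CPM in the next. ZIC2 was at 0.162 CPM in PGCLC 5 and at 9.96 CPM in the next lowest PGCLC library. A pair of vector factors had a signal in the day 6 and day 15 libraries, which no comparison used. GLIS1 stood at 61.7 CPM at day 6 and 34.3 CPM at day 15, above the highest fibroblast library (15.1 CPM), and KDM4D at 123 and 65.6 CPM, above 2.12 CPM.

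iNSLC 2 (I5061F, passage 1) stood apart from iNSLC 1 and 3, with NEUROD1 at 87.7 CPM against 4.13 and 3.68 CPM, SOX2 at 12 CPM against 126 and 180 CPM, PAX6 at 5.68 CPM against 76.9 and 81.5 CPM, and all 12 proliferation genes lower. Fibroblasts carried over from the start are argued against, since the 9 fibroblast genes implied a median share of 1.46% (-6.75% to 14.5%), and an exchange with a library of another group is argued against because 0 such libraries lay nearest to the iNSLCs. A wrong label with no partner stays open, since the authors report strong SOX2 and PAX6 in this culture, which may not go with the lower levels here. They also report doublecortin-positive cells in iNSLC colonies, without naming this culture there, which would go with the neuronal genes of iNSLC 2. Cells further along the neuronal path are a candidate explanation: 8 of 10 neuronal genes were higher in iNSLC 2 by a median of 1.96 log2 units, while 10 of 11 neural stem genes were lower, but it does not cover the higher levels of all 7 epithelial genes (median 2.01), 5 of 6 ERK targets (2.82) and 14 of 18 fibroblast genes (0.90), and the study had drawn 5 neurogenesis genes from these libraries. In iNSLC 2, 7 of 9 core pluripotency genes were also lower (median -1.87), LIN28A by -5.59 and POU5F1 by -4.75. HOX genes split, with 11 higher and 8 lower of 19, from -4.91 for HOXB1 to 3.81 for HOXA11. No explanation was tested on these lists. iNSLC 3 came from the same animal and lay nearer to iNSLC 1 (1.11) than to iNSLC 2 (1.73), so animal alone does not set iNSLC 2 apart. The authors describe the culture of iNSLC 2 as bulk, and those of iNSLC 1 and 3 as clones. Passage, clone and a mixed culture in iNSLC 2 remain open and untested.

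DDX4 had 0 counts in both PGCLC libraries of line No40 and 91.1 to 122 CPM in those of DSY127 and E01F. Testis RNA in the latter is argued against, because DDX4 would need 14.1% to 18.9% of the testis level, while the median over spermatid genes was 0% and the highest, ZPBP, 4.36%. Depth is argued against as well, since 3 counts in the No40 libraries equal at most 0.125 CPM. A later germ cell stage could be present, but 9 of the other 11 later germ cell genes were higher by a median of only 0.67 log2 units, with MAEL at 3.02 and TDRD9 at 2.92, and with 1 line on 1 side it cannot be told apart from a difference between lines.

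PGCLC 5 (E01F) lay 1.91 from the other PGCLC libraries. Leftover iPSCs are argued against by a median of 0.443% of the iPSC level over 10 genes (0% to 52.4%), and low depth by PGCLC 3, which had fewer counts and lay only 1.45 from the other No40 and DSY127 libraries. RNA from endothelial or stromal cells is a candidate explanation: 19 of 21 genes of these lists were higher than in the other PGCLC libraries by a median of 3.43 log2 units. KDR was at 508 CPM, CDH5 at 212 CPM and COL1A1 at 128 CPM, the last below its mean in iPSCs. All 7 early germ cell genes were lower by a median of -0.56, but such RNA would not explain 6 of 7 neural stem genes being higher (median 1.96), PROM1 by 3.75, or GABRP, an amnion gene, by 5.22. Selection on the Venus reporter, for which the authors describe the E01F PGCLCs as positive, would remove such cells. iPSCs also expressed the 6 endothelial genes, and over all PGCLC libraries 13 of 18 fibroblast genes were lower than in iPSCs. A biological difference between lines derived from iPSCs and from embryonic stem cells stays open and untested.

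Chance as the source of the calls was tested by regrouping the libraries. For iPSC against iNSLC 1 of 100 splits, the real one, gave as many genes (4859, the next 1006). The same was found for iPSC against fibroblast (1 of 100, 6122, the next 90) and PGCLC against iPSC (1 of 100, 6365, the next 874). Every other split mixed the 2 cell types within a group, which widens its spread, and the median over other splits was 0 genes in each comparison. Libraries of a shared line or animal are also not exchangeable. These counts therefore cannot exclude chance. For iNSLC against fibroblast the 10 splits are too few for a share under 0.05 (5461, the next 205).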

How the results depend on the processing

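The fit on the libraries of shared animals without the block was chosen after seeing the data, and the other settings here were not. Over 3103 values of named genes under the alternatives, 2898 (93.4%) kept their direction and their side of the threshold, 175 (5.64%) no longer passed, 28 (0.902%) newly passed and 2 reversed. The 2 were GLIS1, at 0.85 for iNSLC against fibroblast and -5.37 for iPSC against iNSLC when day 6 and day 15 were counted as iNSLC. By construction, those libraries hold more GLIS1. Positions of day 6 and day 15 moved by less than the spread of the fibroblasts. The median PGCLC distance from E01F (1.91, against 1.42 between No40 and DSY127) became 3.23 (against 2.22) on the 2000 most variable genes, and 2.17 (1.65) and 1.59 (1.15) with prior counts of 1 and 5.

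Counts of called genes (higher, then lower) moved by over 1.5 times in these cases. With total counts as the only scaling, iPSC against fibroblast lower became 1480 (higher 5104). The block by animal gave 2144 and 1662 for iPSC against fibroblast and 512 and 247 for iPSC against iNSLC, where the same libraries without it gave 2696 and 2387, and 812 and 398. A fit of the compared groups alone gave 33 and 235 for iNSLC against neurosphere and 1307 and 1288 for iNSLC against fibroblast. It gave 3696 and 3361 for iPSC against fibroblast, 2205 and 2380 for iPSC against iNSLC and 3021 and 3414 for PGCLC against iPSC, none moved by over 1.5 times. Such fits have fewer libraries, and in the first 2 the iNSLCs (median distance within the group 1.73) no longer share the spread of the iPSCs (1.05). Which of these lowered the counts was not tested. DESeq2 gave 1808 higher for iNSLC against neurosphere, and 8 and 15 for the CTXNS lines. For these lines RLE and total-count scaling each gave 2 lower and counts summed per line 0. Nor was the cause tested for the other cases.

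Leaving out each library in turn gave 2015 to 3057 higher and 1670 to 2621 lower for iNSLC against fibroblast, 1366 to 2224 and 1978 to 2709 for iPSC against iNSLC, 2092 to 3254 and 1863 to 2837 for iPSC against fibroblast, 93 to 1584 and 529 to 2083 for iNSLC against neurosphere, 2356 to 2925 and 2974 to 3922 for PGCLC against iPSC, and 0 to 0 and 0 to 1 for the CTXNS lines. With 1 neurosphere left, that library was assumed to vary like the other groups. PGCLC 3 held 2438035 counts, so 3 counts there equal 0.996 CPM and weakly expressed genes are measured coarsely in it. Without it 2456 genes were higher and 2974 lower, fewer than with it, and its effect on detection was not tested further.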

Other observations

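No hypothesis is tested in this part, and the genes TFAP2A and FOS were chosen after their values were seen.

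Between iNSLCs and fibroblasts, DNA methylation genes gave 4 higher of 7 (4 adjusted over the list alone, camera adjusted p = 0.046, 0.392 with an estimated correlation) and interferon genes 4 lower of 11 (4 adjusted over the list alone, camera adjusted p = 0.033, 0.672 with an estimated correlation). Imprinted genes gave 3 higher of 7 (camera adjusted p = 0.101), testis somatic genes 2 of 4 (3 adjusted over the list alone, 0.0978), later germ cell genes 3 of 12 (0.807) and early germ cell genes 2 higher and 1 lower of 7 (3 and 1 adjusted over the list alone, 0.614). Hypoxia genes gave 1 higher and 3 lower of 9 (1 and 4 adjusted over the list alone, 0.188), mesoderm genes 2 lower of 5 (1 higher and 2 lower adjusted over the list alone, 0.658), endoderm genes 3 higher and 1 lower of 8 (5 and 1 adjusted over the list alone, 0.606) and endothelial genes 1 higher of 6 (0.834). Amnion or trophoblast genes gave 2 higher and 1 lower of 7 (0.930), with TFAP2A, an AP-2 factor of ectoderm and crest, at 109 ± 173 CPM, which did not pass without iNSLC 3 (1.73). Handling stress genes gave 1 lower of 3 (0.299). By edgeR 0 leukocyte genes of 3, 0 muscle genes of 4 and 0 melanocyte genes of 4 were called, with 0, 0 and 1 at an unadjusted p below 0.05 and 0 by DESeq2 (camera adjusted p = 0.892, 0.898 and 0.892). The single spermatid gene and the 2 keratinocyte genes tested were not called, with 0 at an unadjusted p below 0.05 and 0 by DESeq2.

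In PGCLCs all 3 handling stress genes were higher than in iPSCs (3 adjusted over the list alone, camera adjusted p = 0.0978). FOS, an immediate early gene, was at 78.1 ± 40.7 against 13.2 ± 5.77 CPM (2.57 ± 0.69, adjusted p = 0.0077, n = 5 and 7).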
